A study of Mus musculus with 19 samples.

How the data were processed

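The data were bulk RNA sequencing of mouse dorsal root ganglia (the clusters of sensory nerve cell bodies beside the spinal cord), from 19 male mice of the MaFIA strain (macrophage Fas-induced apoptosis). In this strain a transgene lets the dimerizing drug AP20187 trigger cell death in macrophages and related myeloid cells. Per the labels, mice had surgical destabilization of the medial meniscus (DMM), a model of knee osteoarthritis, or were naive and age-matched, and received AP20187 or vehicle by daily intraperitoneal injection on consecutive days. Tissue of the DMM mice was taken 8 weeks after surgery. The ganglia L3 to L5 on the side of the operated knee were pooled per mouse, and stranded poly(A) libraries were made. The aligner, the counting program, the genome build and the gene annotation are not stated. Gene positions are therefore given as the files list them, with the build not named.

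The authors deposited whole-number counts per gene, with no normalization, in a table of 56691 gene entries. Of these, 6448 carried no gene name and held 0.414% to 1.72% of the counts of a library, and 20008 had 0 counts in every library. A further table deposited by the authors gave counts and FPKM (fragments scaled to gene length and library size) for 36682 genes. Each of its genes had an entry of equal counts in the first table, and 1 entry with counts in the first table had none of equal counts in it. Of the gene identifiers, 93.8% were found in the reference annotation used here for gene length and GC content. The counts were used for all main results and the FPKM for alternatives. The annotation was that of the files for names and positions. The transgene, exons and sequence variants were not analysed here.

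Libraries held 60984830 to 74691396 counts. A group at or under 3 counts per library was treated as at the floor of detection. In CPM, the count scaled to the library size after TMM normalization, the floor was 0.0462 in DMM with AP20187, 0.0452 in DMM with vehicle, 0.0504 in naive with AP20187 and 0.0445 in naive with vehicle. Floors cover counting error only, since reads without molecular identifiers are not independent molecules. Fold differences against a group at the floor were computed against the floor and are given as lower bounds.

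Samples were grouped by the labels into 4 groups. Genes were tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood F test, with TMM normalization and the filterByExpr filter (minimum count 10), which left 22778 genes. A single model of the 4 groups was fitted to all 19 libraries, with 15 residual degrees of freedom. There were 5 contrasts: AP20187 against vehicle in DMM, AP20187 against vehicle in naive, DMM against naive with vehicle, DMM against naive with AP20187, and the interaction, which is the AP20187 effect in DMM minus that in naive. Adjusted p are Benjamini-Hochberg values over all tested genes of a contrast, and 0.05 was the threshold. All tests were two-sided. Values given as log2 fold change come from this model, and for a gene near the floor in a group their size depends on the model's prior count. Group values are mean CPM with the SD over mice.

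There were 18 lists of marker genes: macrophage, alternatively activated macrophage, inflammatory macrophage, MHC class II, monocyte, neutrophil, T and NK cell, B cell, proliferation, interferon response, nerve injury, nociceptor, satellite glia, myelinating Schwann cell, fibroblast, skeletal muscle, erythroid and spinal cord glia. Each was tested in each contrast with fry, a rotation test of limma 3.58.1 that keeps the correlation between genes, with Benjamini-Hochberg adjustment over the 90 tests. The score of a list in a library is the mean log2 CPM of its tested genes, with a prior count of 2. Scores of the macrophage and the alternatively activated macrophage lists were also compared by exact permutation tests in the 4 pairwise comparisons of groups, 8 tests adjusted together. A further 6 lists were used in the closing section only: cerebellum, forebrain, leukocyte, pan-neuronal, granulocyte precursor and early B lineage. These were written after the main results had been seen.

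The groups, contrasts, tests, the 18 lists and the alternatives were chosen before the data were examined, except for the alternatives named as added in the closing section. Genes were named by a rule set at that time. Per contrast, it took the 5 genes with the largest increase and the 5 with the largest decrease among genes that passed the threshold, had a mean of at least 1 CPM in a group and had a symbol other than a predicted-gene or clone name. Where no gene passed, it took the 3 genes with the smallest unadjusted p. It added Csf1r, Adgre1 and Cd68, and up to 5 members of each list that passed its test. Of the list members so named, only some are printed, a choice made with the values in view.

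The model was tested on simulated data: in 22778 simulated genes of which 200 were changed, it recovered 92.8% of the 111 genes changed 4-fold and 28.1% of the 89 changed 2-fold, with 2 false calls. It made 0 calls in an unchanged comparison, and the slope of the fitted on the true log2 fold change was 0.986. The list test gave p 5.23e-08 for a changed and 0.0724 for an unchanged list. Genes were simulated independently of each other, so variation shared by many genes of a library was absent. The simulation therefore checks the calculation and does not give the rate of false calls in the real libraries. Regrouping the real vehicle libraries gave up to 2392 genes, as the closing section reports.

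Alternatives were DESeq2 1.42.0, limma voom with sample weights, a surrogate variable from sva 3.50.0 as a covariate, limma on log2 FPKM, other filters, thresholds and scalings, fits of the groups compared alone, and fits that each left out 1 library. For each contrast, the count of genes was also obtained for 100 splits of the libraries into groups of the same sizes. Counting these also at an unadjusted p under 0.05 was decided after the results had been seen. The closing section gives their effect. The correlation between contrasts was taken over genes on differences of mean log2 CPM. It was set beside 100 draws of unchanged groups simulated from the negative binomial fit, and beside 100 draws that shuffled each library's deviation from its group mean between libraries. That draws as high were counted for the correlation with surgery was decided after its value was seen.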

Results

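Gene expression was measured in pooled dorsal root ganglia of single mice. The groups were DMM with AP20187 (n = 5), DMM with vehicle (n = 5), naive with AP20187 (n = 4) and naive with vehicle (n = 5). Mice are named by their group and number. Library totals ran from 61553995 to 66561646 counts in DMM with AP20187 and from 62269569 to 67361411 in DMM with vehicle. In naive mice they ran from 60984830 to 64597387 with AP20187 and from 61566267 to 74691396 with vehicle. The 10 most abundant genes took 9.91% to 15.2% of the counts in DMM with AP20187, 5.56% to 10.1% in DMM with vehicle, 9.58% to 16.1% in naive with AP20187 and 5.70% to 9.89% in naive with vehicle. All libraries had the expression of male tissue. Xist was at 1.36 to 5.99 CPM, while the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y were each at 15.5 CPM or more.

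The first principal component of log2 CPM held 36.9% of the variance, the second 9.22% and the third 8.03%. On the first, DMM with AP20187 lay at 32.9 to 157.5 and naive with AP20187 at -7.43 to 134. Naive with vehicle lay at -112 to -42.5. DMM with vehicle spread from -117 to 55.5, and its highest library, DMM vehicle 64, lay above the lowest library of each AP20187 group. On the second, the 4 naive AP20187 libraries lay at -90.5 to -65.0, apart from the 15 others at -25.8 to 51.8. No label gives a sequencing batch. The separation of naive AP20187 follows its group label, so a batch and the group cannot be told apart for that group.

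AP20187 is given to remove macrophages, so the transcripts of the targeted cells were compared first. Csf1r (ENSMUSG00000024621, chromosome 18, 61233670 to 61265221) was at 69.1 ± 35.9 CPM in DMM with AP20187 (SD, n = 5) and 70.0 ± 48.3 with vehicle (n = 5). It was at 69.4 ± 12.9 CPM in naive with AP20187 (n = 4) and 50.9 ± 29.4 with vehicle (n = 5). The log2 fold change was -0.02 in DMM (SE 0.46, adjusted p 0.982) and 0.45 in naive (SE 0.48, adjusted p 0.554). Its sign in DMM changed with the setting, and without DMM vehicle 64 the log2 fold change was 0.44. In naive mice it was 0.83 without naive vehicle 3 and 0.28 without naive vehicle 5. Adgre1 (ENSMUSG00000004730, chromosome 17, 57665691 to 57790527) was at 44.6 ± 28.1 and 24.4 ± 14.1 CPM in DMM with AP20187 and vehicle, and at 41.6 ± 9.14 and 17.8 ± 14.8 CPM in naive. Its log2 fold changes were 0.87 in DMM (adjusted p 0.242) and 1.22 in naive (adjusted p 0.149). Without naive vehicle 3 the latter was 1.87 and passed the threshold (adjusted p 0.0295). Cd68 (ENSMUSG00000018774, chromosome 11, 69555039 to 69556979) was at 30.6 ± 9.64 and 16.35 ± 13.999 CPM in DMM, and at 38.5 ± 12.1 and 9.77 ± 4.65 CPM in naive. Its log2 fold changes were 0.90 in DMM (adjusted p 0.151) and 1.98 in naive (adjusted p 0.0139). Without DMM vehicle 64 the first was 1.53 with adjusted p 0.00722, and without naive AP20187 3 the last was 1.78 with adjusted p 0.0518. Whether Adgre1 and Cd68 passed also changed with the setting, as the closing section gives. None of the 3 genes was lower with AP20187 beyond the spread between mice, and the groups are named below by their label, not by the loss of macrophages.

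The scores of the macrophage lists were compared by exact permutation tests, two-sided, in which the smallest p possible was 0.00794. The macrophage score was higher with AP20187 by 1.13 log2 in DMM (exact p 0.0794, adjusted p 0.206). That difference depended on the vehicle mice it was taken against, whose numbers come from separate series. By this comparison, chosen after the data had been seen, it was 0.13 against mice 63 and 64 (exact p 0.714, the smallest possible being 0.0476) and 1.79 against mice 32 to 34 (exact p 0.0179), in a range of exact p over its alternatives of 0.0179 to 0.714. In naive mice it was higher by 1.65 log2 (exact p 0.0159, adjusted p 0.0635), with 4 of 4 libraries above all 5 vehicle libraries. The alternatively activated macrophage score was higher by 0.84 in DMM (exact p 0.103), with 0.15 and 1.29 against the same parts of vehicle, and by 1.46 in naive (exact p 0.0159, adjusted p 0.0635), again with 4 of 4 libraries above all of vehicle. DMM against naive gave 0.55 and 0.33 with vehicle (exact p 0.357 and 0.476), and 0.02 and -0.29 with AP20187 (exact p 0.960 and 0.532). With vehicle both changed sign when DMM was restricted to mice 32 to 34, at -0.12 and -0.13, and were 1.54 and 1.01 with mice 63 and 64. No test passed after adjustment. Other moves were largest for the alternatively activated list. On log2(FPKM + 1) its difference in naive fell from 1.46 to 0.83 (exact p 0.0159, range over its alternatives 0.0159 to 0.0357). With the median over genes in place of the mean, its difference in DMM was 1.43 (exact p 0.0238, range over its alternatives 0.0238 to 0.810). Without DMM vehicle 64 the differences in DMM were 1.49 (exact p 0.0238) and 1.13 (exact p 0.0476). The DMM against naive differences of both lists moved by more than 1.5 times, and with AP20187 the macrophage score changed sign, in fits that left out 1 library. The closing section gives their range.

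**Figure D1:**
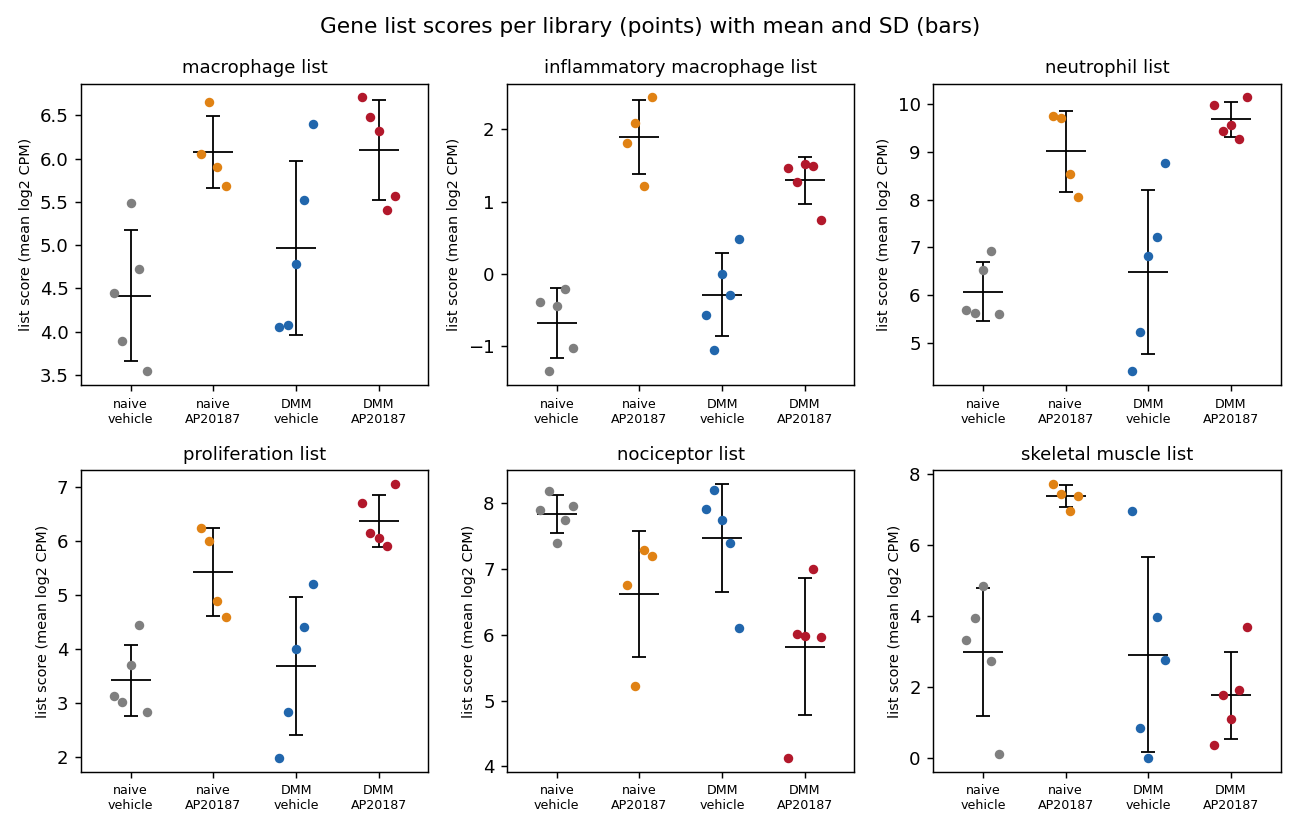
List scores (mean log2 CPM of the genes of a list, vertical axis) of 6 marker gene lists by group, with a point per library and bars for mean and SD. All 9 AP20187 libraries lie above the vehicle libraries of the same surgery group for the neutrophil, proliferation and inflammatory macrophage lists.

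The first comparison of all genes asked how AP20187 changed the ganglia of mice with DMM. Of 22778 genes, 5410 had an adjusted p under 0.05, of which 2582 were higher and 2828 lower with AP20187, and 2954 differed at least 2-fold. The median log2 fold change of all genes was -0.10. The alternative that moved the count most upward was limma voom with sample weights, with 10676 genes. Restricting the vehicle group to mice 63 and 64 gave 1156. Leaving out DMM AP20187 58 gave 3212 genes, leaving out DMM vehicle 32 gave 3419 and leaving out DMM vehicle 33 gave 3407. The larger part was not stable: without DMM AP20187 58, 59 or 60 or DMM vehicle 32, 33 or 34, 52.5% to 58.1% of the genes were higher.

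Among the genes with the largest changes in DMM was Slc28a3 (ENSMUSG00000021553, chromosome 13, 58693213 to 58758691), at 2.76 ± 0.904 CPM with AP20187 and at 0 counts in all 5 vehicle libraries, at least 61.1-fold higher. Scgb3a1 (ENSMUSG00000064057) was at least 36.1-fold higher, Krt14 (ENSMUSG00000045545) at least 34.0-fold and Sftpc (ENSMUSG00000022097) at least 31.02-fold. Whether transcripts of Scgb3a1, Krt14 and Sftpc came from the ganglia or from another tissue was not tested. Nos2 (ENSMUSG00000020826, chromosome 11, 78811613 to 78851080) was at 36.7 ± 14.99 CPM with AP20187 and 0.0617 ± 0.138 with vehicle, a log2 fold change of 9.19 (SE 1.03, adjusted p 3.32e-05). A single vehicle library, DMM vehicle 32, had counts of Nos2, and the fitted value without it was 14.19. Sp6 (ENSMUSG00000038560) was at least 28.5-fold lower, Retnla (ENSMUSG00000061100) at least 25.7-fold, Cysrt1 (ENSMUSG00000036731) at least 25.3-fold, Nmrk2 (ENSMUSG00000004939) at least 22.5-fold and Nctc1 (ENSMUSG00000087090) at least 7.04-fold. Their means in DMM with vehicle lay between 0.325 and 1.32 CPM. Sp6 no longer passed without DMM AP20187 58, 59, 60 or 62 (adjusted p 0.0514 to 0.0564). Nctc1 no longer passed without the same libraries or without DMM vehicle 32 (adjusted p 0.0559 to 0.0988). Each library of Slc28a3, Scgb3a1, Sftpc, Nos2 and Retnla with AP20187 lay outside the range of vehicle. Chance gives this, in either direction, for 0.794% of genes not chosen by their values. These genes were chosen for large changes, so that share is no test of them.

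Of the 18 lists, 7 passed in DMM, 4 higher and 3 lower with AP20187. The neutrophil score was higher by 3.20 log2 (adjusted p 0.00252), in 5 of 5 AP20187 libraries above every vehicle library. Of its 13 genes, 12 passed when adjusted over the list alone and 9 over all genes. The proliferation score was higher by 2.69 (adjusted p 0.00252), in 5 of 5 libraries above every vehicle library, with 14 of 14 genes passing both when adjusted over the list alone and over all genes. The monocyte score was higher by 2.41 (adjusted p 0.0121), in 5 of 5 libraries above the mean of vehicle, with 6 of 7 genes passing either way, of which 5 were higher and Ccr2 (ENSMUSG00000049103) was lower, by a log2 fold change of -2.59 (adjusted p 0.00426). The inflammatory macrophage score was higher by 1.58 (adjusted p 0.0344), in 5 of 5 libraries, with 3 of 9 genes passing either way. The nociceptor score was lower, at -1.66 (adjusted p 0.0214), in 5 of 5 libraries below the mean of vehicle, with 11 of 13 genes passing when adjusted over the list alone and 8 over all genes. The MHC class II score differed by -1.54 (adjusted p 0.0456), in 5 of 5 libraries below the mean of vehicle, with 7 of 7 genes passing when adjusted over the list alone and 5 over all genes. The satellite glia score differed by -0.59 (adjusted p 0.00444), in 5 of 5 libraries below every vehicle library, with 3 of 8 genes passing either way.

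The other 11 lists did not pass in DMM. The macrophage list differed by 1.13 (adjusted p 0.109) and the alternatively activated macrophage list by 0.84 (adjusted p 0.0927), with 2 of 15 and 7 of 11 genes passing when adjusted over the list alone, and 2 and 6 over all genes. Of those 6 genes of the alternatively activated list, 5 were higher and 1 was lower. Both passed without DMM vehicle 64 (adjusted p 0.0184 and 0.0330), and the alternatively activated list also without DMM AP20187 61 (adjusted p 0.0472). Score differences were -0.03 for T and NK cell (adjusted p 0.988), -1.59 for B cell (0.169), -0.21 for interferon response (0.729), -0.29 for nerve injury (0.610) and -0.79 for myelinating Schwann cell (0.0599). They were 0.07 for fibroblast (0.988), -1.15 for skeletal muscle (0.544), -1.37 for erythroid (0.169) and -0.21 for spinal cord glia (0.220). Score differences were also taken against each number series of vehicle, a step chosen after the data had been seen. Against mice 63 and 64, and then 32 to 34, they were 1.69 and 4.20 for neutrophil, 1.56 and 3.43 for proliferation, 1.09 and 3.28 for monocyte and 1.21 and 1.83 for inflammatory macrophage. They were -0.94 and -2.14 for nociceptor, -2.37 and -0.98 for MHC class II and -0.67 and -0.53 for satellite glia. They were -2.97 and -0.68 for B cell and -2.89 and -0.36 for erythroid. Against mice 63 and 64 the exact permutation p of both was 0.0476, the smallest possible, and against mice 32 to 34 it was 0.357 and 0.607. T and NK cell (-1.09 and 0.67) and fibroblast (-0.72 and 0.59) differed in sign between the parts. The alternatives that moved the number of tests passing most, equally far in opposite directions, were the settings of camera. With an estimated correlation 0 of the 90 tests passed, 10 had an unadjusted p under 0.05 and the smallest adjusted p was 0.110. With a preset correlation of 0.01 camera passed 42 tests. Of the 21 tests that passed under fry over all contrasts, 20 did so there, and none under the estimated correlation.

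List members with large changes in DMM included Lcn2 (ENSMUSG00000026822), with a log2 fold change of 3.59 (adjusted p 0.00107), Mpo (ENSMUSG00000009350) with 3.50 (adjusted p 0.00246) and Elane (ENSMUSG00000020125) with 3.65 (adjusted p 0.00301). Lcn2 was at 2349 ± 629 CPM with AP20187 and 195 ± 217 with vehicle (SD, n = 5 each). Bub1 (ENSMUSG00000027379) had 2.79 (adjusted p 0.000154) and Tnf (ENSMUSG00000024401) 3.29 (adjusted p 0.000753). Each of these genes was higher in 5 of 5 AP20187 libraries than in every vehicle library. The chance share of 0.794%, which counts both directions, holds for genes not chosen by their values, as these were. The nociceptor genes Mrgprd (ENSMUSG00000051207), P2rx3 (ENSMUSG00000027071) and Trpv1 (ENSMUSG00000005952) had log2 fold changes of -2.38 (adjusted p 0.0119), -1.74 (adjusted p 0.0110) and -1.70 (adjusted p 0.0181), with ranges that overlapped those of vehicle. Ednrb (ENSMUSG00000022122) of the satellite glia list had -1.24 (adjusted p 0.00104) and did not overlap. H2-Aa (ENSMUSG00000036594) had -1.86 (adjusted p 0.0287) and Cd74 (ENSMUSG00000024610) -1.81 (adjusted p 0.0235). Neither passed without DMM vehicle 64, at -1.46 (adjusted p 0.0577) and -1.30 (adjusted p 0.0552), without DMM AP20187 60 (adjusted p 0.0576 and 0.0525) or without DMM AP20187 62 (adjusted p 0.0647 and 0.0574). H2-Aa also fell short without DMM AP20187 61 or DMM vehicle 63 (adjusted p 0.0502 each).

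The next comparison asked how AP20187 changed the ganglia of naive mice. Of 22778 genes, 2548 passed, of which 1962 were higher and 586 lower with AP20187, and 1879 differed at least 2-fold. The balance of higher and lower genes differed between settings: without TMM, 1550 of 2465 genes were higher, and on log2(FPKM + 1), 1578 of 4241. The latter setting also has another test, filter and offset, and which of these moved the balance was not tested. Leaving out naive AP20187 3 gave 994 genes and leaving out naive AP20187 1 gave 1191. Leaving out naive vehicle 1, 2 or 5 gave 1368, 1292 and 1566.

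In naive mice, Stfa2 (ENSMUSG00000022902) was at least 145-fold higher with AP20187, Prl2c2 (ENSMUSG00000079092) at least 48.7-fold, Slc28a3 at least 35.9-fold and Ifi202b (ENSMUSG00000026535) at least 35.4-fold. Stfa2, Prl2c2 and Ifi202b belong to families of closely related genes, so the member that gave the reads is uncertain. Saa3 (ENSMUSG00000040026, chromosome 7, 46361422 to 46365124) was at 12.9 ± 5.53 CPM (n = 4) against 0.0107 ± 0.0239 (n = 5), a fitted log2 fold change of 9.89 (adjusted p 9.90e-05). Igll1 (ENSMUSG00000075370) was at least 20.9-fold lower and Capn11 (ENSMUSG00000058626) at least 11.2-fold. Rag1 (ENSMUSG00000061311) had a log2 fold change of -7.00 (adjusted p 0.00054), Vpreb3 (ENSMUSG00000000903) of -5.42 (adjusted p 0.00731) and Blk (ENSMUSG00000014453) of -4.28 (adjusted p 0.0287). Rag1 overlaps 1 other annotated gene on its strand. All 10 genes had ranges that did not overlap vehicle. Chance gives this, in either direction, for 1.59% of genes not chosen by their values. These genes were chosen for large changes, so that share is no test of them. Igll1 did not pass without naive AP20187 3 (adjusted p 0.0518), nor Capn11 without naive AP20187 1 or 3 (adjusted p 0.0565 and 0.0627). Blk did not pass without naive AP20187 1 (adjusted p 0.0817), naive AP20187 4 (0.0631) or naive vehicle 1 (0.0511), and its fitted value without naive AP20187 3 was -7.57.

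Of the 18 lists, 8 passed in naive mice, 7 higher and 1 lower with AP20187. The inflammatory macrophage score was higher by 2.57 log2 (adjusted p 0.000864), neutrophil by 2.94 (0.0121), alternatively activated macrophage by 1.46 (0.0218), proliferation by 2.01 (0.0218), monocyte by 2.33 (0.0272), macrophage by 1.65 (0.0315) and skeletal muscle by 4.39 (0.0215). The spinal cord glia score differed by -1.16 (0.000273). For each of these 8 lists, 4 of 4 AP20187 libraries lay outside the range of the 5 vehicle libraries. Of the 15 macrophage genes, 12 passed when adjusted over the list alone and 7 over all genes. The neutrophil list had 12 and 10 of 13 in the same terms, proliferation 14 and 12 of 14, and skeletal muscle 8 and 3 of 8. The alternatively activated list had 9 and 5 of 11, the inflammatory list 4 and 3 of 9, monocyte 6 and 6 of 7, and spinal cord glia 2 and 2 of 6. Of the monocyte genes that passed over all genes, 5 were higher and 1 was lower. The macrophage list did not pass without naive AP20187 1 or 3 or naive vehicle 1, 2 or 5 (adjusted p 0.0535 to 0.0764). The alternatively activated list did not pass without naive AP20187 3 or naive vehicle 2 or 5 (adjusted p 0.0524 to 0.0582).

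The other lists in naive mice differed by -0.75 for MHC class II (adjusted p 0.407), 0.44 for T and NK cell (0.701), -1.85 for B cell (0.130), 0.70 for interferon response (0.0819) and -0.31 for nerve injury (0.806). Nociceptor differed by -1.22 (0.0845), satellite glia by -0.01 (0.915), myelinating Schwann cell by -0.01 (0.971), fibroblast by 0.43 (0.651) and erythroid by -0.83 (0.539). The nociceptor and B cell scores did not overlap either, though these lists did not pass. Their highest AP20187 values were 7.29 and 2.30, and their lowest vehicle values 7.40 and 2.67 (exact permutation p 0.00794 each, not adjusted). Among list members, Fcgr3 (ENSMUSG00000059498) had a log2 fold change of 2.63 (adjusted p 0.00381), Folr2 (ENSMUSG00000032725) of 3.67 (adjusted p 0.00863), Nos2 of 8.94 (adjusted p 9.05e-05) and Tnf of 3.67 (adjusted p 0.000906). Lcn2 had 4.43 (adjusted p 0.00071), S100a8 (ENSMUSG00000056054) 4.58 (adjusted p 0.00123) and Bub1 2.25 (adjusted p 0.00176). Slc6a11 (ENSMUSG00000030307) of the spinal cord glia list had -1.003 (adjusted p 0.0102). Tnnt3 (ENSMUSG00000061723) of the skeletal muscle list had 3.98 (adjusted p 0.0288), at 394 ± 78.6 CPM against 25.02 ± 23.9. It did not pass without naive AP20187 1 or 3 or naive vehicle 1, 2, 4 or 5 (adjusted p 0.0517 to 0.0722). The 9 genes of this paragraph were each higher, or for Slc6a11 lower, in 4 of 4 AP20187 libraries than in every vehicle library.

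Both AP20187 comparisons passed 1584 genes in common, of which 1567 changed in the same direction, 1276 higher and 291 lower. Across the 22778 genes, which are not independent replicates, the differences of mean log2 CPM of the AP20187 comparisons had Pearson r 0.640 and Spearman rho 0.650, and 77.9% had the same sign. The comparisons share no library. Draws that shuffled the libraries' deviations from their group means gave r from -0.478 to 0.448 with a mean of -0.0188, and 0 of 100 draws were as high as the real value. Simulated unchanged groups gave -0.0244 to 0.0248. With genes of at least 10 CPM, the alternative that moved it most, r was 0.867.

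**Figure D2:**
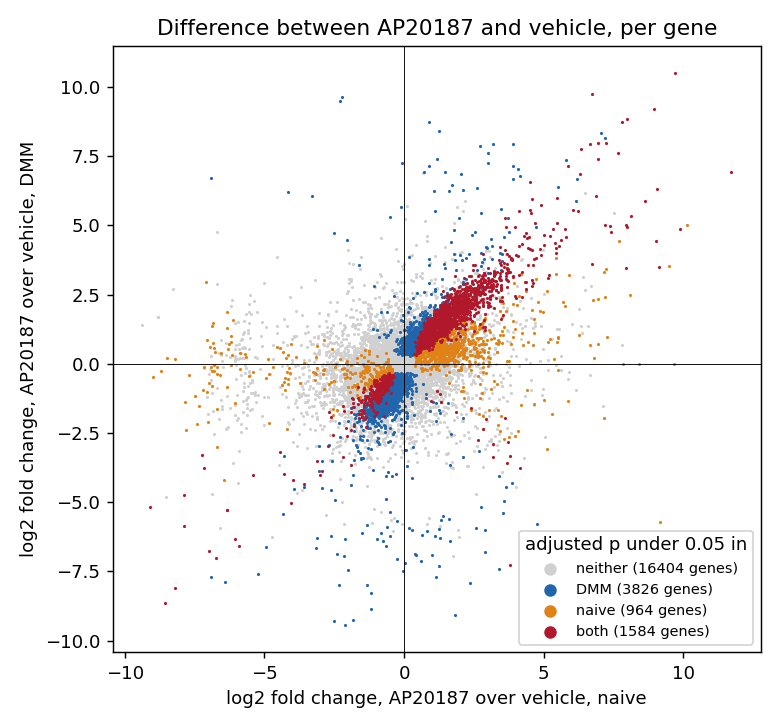
Log2 fold change of AP20187 over vehicle in DMM mice (vertical axis) against that in naive mice (horizontal axis), with a point per tested gene coloured by the comparison in which its adjusted p was under 0.05. The 1584 genes that passed in both lie mostly in the quadrants of equal sign.

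The comparison of DMM with naive mice under vehicle asked what surgery alone changed in the ganglia. In it 0 of 22778 genes passed, and the smallest adjusted p was 1. At an unadjusted p under 0.05 there were 377 genes, against 1139 by chance. Restricting DMM with vehicle to mice 63 and 64 gave 541 genes, and restricting it to mice 32 to 34 gave 0, with 329 at an unadjusted p under 0.05. The genes with the smallest p were Saa3 (log2 fold change 4.47, adjusted p 1), Zbtb16 (ENSMUSG00000066687, -1.17, adjusted p 1) and Phf11d (ENSMUSG00000068245, 1.12, adjusted p 1). For Saa3, the fitted value without naive vehicle 3 was 7.28. Of the lists, 0 of 18 passed and 1 had an unadjusted p under 0.05. That list was interferon response, higher by 0.75 (adjusted p 0.0599), with 8 of 13 genes passing when adjusted over the list alone and 0 over all genes. Over its alternatives the adjusted p of interferon response ran from 1.5e-14 to 0.110. Camera passed 8 lists in this contrast with a preset correlation of 0.01 and 0 with an estimated correlation. The score of nerve injury differed by 0.10 (adjusted p 0.701) and that of nociceptor by -0.36 (adjusted p 0.732).

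Whether AP20187 moved genes against the direction of surgery was examined through the correlation of both effects. They share the DMM vehicle libraries with opposite sign, which alone drives r down. The real r was 0.113 and rho 0.242. Shuffled deviations gave a mean r of -0.493 (-0.793 to -0.0134), and 0 of 100 draws were as high. Simulated unchanged groups gave a mean of -0.500. Both kinds of draw held no AP20187 effect. A large AP20187 effect unrelated to surgery would also weaken the negative r. These draws therefore do not decide whether AP20187 moved genes with or against surgery. Without DMM vehicle 64 the real r was -0.171, so its sign rested on that library. In the other fits that each left out 1 library it ran from 0.0258 to 0.202.

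DMM against naive mice under AP20187 gave 160 genes, 60 higher and 100 lower in DMM, of 3795 with an unadjusted p under 0.05. Without TMM 138 of 234 were higher, so the direction of the larger part flipped with the scaling. Leaving out DMM AP20187 58, 59, 60 or 62, or naive AP20187 1 or 4, gave 43 to 84 genes, and leaving out DMM AP20187 61 gave 269. Cbln3 (ENSMUSG00000040380, chromosome 14, 56116370 to 56121849) had a log2 fold change of 4.06 (adjusted p 4.90e-05), at 1.93 ± 0.653 CPM in DMM and 0.114 ± 0.0583 in naive. Myh6 (ENSMUSG00000040752) had 2.49 (adjusted p 0.000223) and overlaps 1 other annotated gene on its strand. Klhl31 (ENSMUSG00000044938) had -9.57 (adjusted p 0.00515), a size that depends on the prior since DMM was near the floor. Of the other genes named by the rule, Igkv6-23 (ENSMUSG00000095630) was at least 46.1-fold higher. Ighg1 (ENSMUSG00000076614) and Vxn (ENSMUSG00000067879) had log2 fold changes of 5.80 and 3.17. Ifi202b, Tnnc2 (ENSMUSG00000017300), Myl1 (ENSMUSG00000061816) and Hrc (ENSMUSG00000038239) had -6.80, -6.31, -6.28 and -5.79. Each of these 7 genes failed to pass without at least 1 of the libraries, with adjusted p 0.0507 to 0.112 in those fits. Hrc failed only without DMM AP20187 59. Immunoglobulin genes are closely related, so the member that gave the reads is uncertain.

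The lists that passed under AP20187 were skeletal muscle, at -5.62 (adjusted p 0.00933), satellite glia, at -0.40 (adjusted p 0.0363), and spinal cord glia, at 0.96 (adjusted p 0.00206). When adjusted over the list alone 8 of 8, 1 of 8 and 2 of 6 genes passed, and over all genes 1, 0 and 0. In the interaction the same 3 lists passed, at -5.53 (adjusted p 0.0315), -0.58 (adjusted p 0.0394) and 0.95 (adjusted p 0.0112). The 15 other lists did not, and their adjusted p ran from 0.124 upward. The macrophage, neutrophil and nociceptor lists differed in the interaction by -0.52, 0.26 and -0.44 (adjusted p 0.701, 0.988 and 0.701), so a difference between DMM and naive mice in these AP20187 effects was not shown.

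The interaction, which asks whether the AP20187 effect differed between DMM and naive mice, passed 26 genes, 11 higher and 15 lower. The number of genes ran from 12 without DMM AP20187 60 to 57 without naive AP20187 5. Cbln3 had 3.89 (adjusted p 0.00175), Myh6 2.71 (adjusted p 0.00274), Grin2c (ENSMUSG00000020734) 2.60 (adjusted p 0.0351), Gad2 (ENSMUSG00000026787) 2.10 (adjusted p 0.00801) and Gad1 (ENSMUSG00000070880) 2.02 (adjusted p 0.0433). Klhl31 had -11.06 (adjusted p 0.0110), Hrc -7.28 (adjusted p 0.0351), Myl3 (ENSMUSG00000059741) -5.55 (adjusted p 0.00762), Pgam2 (ENSMUSG00000020475) -5.01 (adjusted p 0.0351) and Eno3 (ENSMUSG00000060600) -4.91 (adjusted p 0.0351). Grin2c, Gad1, Hrc, Pgam2 and Eno3 failed to pass in most fits that left out 1 library, with adjusted p up to 0.129, and Klhl31 without DMM AP20187 60 (adjusted p 0.0509). Of genes chosen after their values were seen, Gabra6, Cnpy1, Ppp1r17 and Slc6a5 had 0 counts in all 4 naive AP20187 libraries, which allows up to 0.0504 CPM, and at least 16, 24, 12 and 23 counts in each of the 15 others. Cbln3 had at most 11 counts in the naive AP20187 libraries and at least 85 in each of the others. These 4 libraries differ from all other libraries alike, so the interaction and every comparison that uses them carry that difference.

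**Figure D3:**
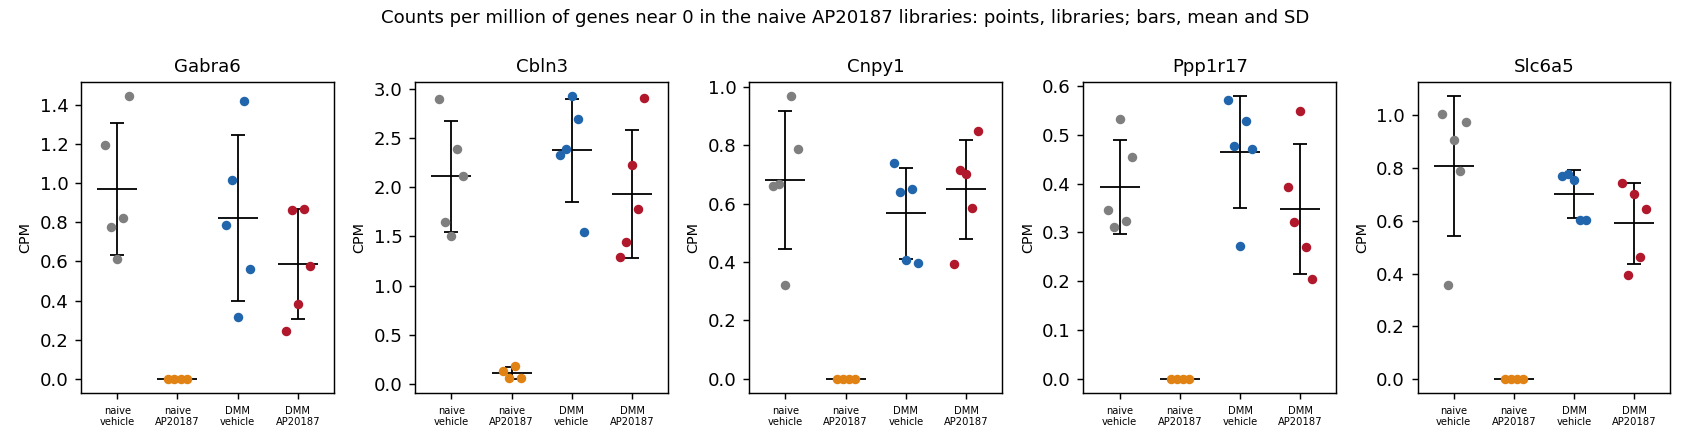
CPM (vertical axis) of 5 genes expressed in brain, by group, with a point per library and bars for mean and SD. The 4 naive AP20187 libraries lie at 0, or for Cbln3 at 0.185 CPM or less, below each of the 15 other libraries.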

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

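The tests of skeletal muscle, of brain pieces and of the forebrain list were chosen only after the results had been seen. The scale of the check for single outlying libraries, log2 CPM within the groups of a gene's comparison, was also settled after a trial on CPM.

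The AP20187 effect differed between DMM and naive mice for 26 genes by the interaction test. Of 100 splits of the libraries drawn from 31752 possible ones, 3 gave as many genes, the real one included. The others gave 392 and 29 genes. At an unadjusted p under 0.05 the real split gave 1748 genes and 21 of 100 gave as many, so the interaction was rare among splits only in its adjusted count. The genes named in the report were Cbln3 (3.89), Myh6 (2.71), Grin2c (2.60), Gad2 (2.10), Gad1 (2.02), Klhl31 (-11.06), Hrc (-7.28), Myl3 (-5.55), Pgam2 (-5.01) and Eno3 (-4.91), in log2. The lists whose AP20187 effect differed were skeletal muscle (-5.53), satellite glia (-0.58) and spinal cord glia (0.95). For satellite glia, the fall lay in DMM with AP20187, and no technical explanation was tested for it in the interaction.

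For the 15 genes that were lower in the interaction, skeletal muscle taken with the naive AP20187 ganglia was tested over the 15 other libraries. Their median r with the muscle score was 0.646, against 0.0596 over all tested genes, and 2 of 15 had r above 0.8, against 0.215% of all genes. Muscle is therefore a candidate source for part of them. Gpnmb, Lef1, Tnnc1 and Myl3, with r of -0.11, 0.20, 0.21 and 0.30, followed it least, and muscle is not shown as their source. All 8 genes of the muscle list passed the expression filter, so each is present at some level in the ganglia as collected. Of the muscle list genes named in the report, Tnnt3 was at 394 CPM and Tnnc2 at 132 in naive AP20187, against 25.02 and 7.37 in naive vehicle. The muscle scores were 6.97 to 7.72 in the 4 naive AP20187 libraries and ran from 0.0046 to 6.96 in the others. An effect of AP20187 on muscle tissue in naive mice alone stays open, as untested.

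For the 11 genes that were higher, muscle is argued against. Their median r with the muscle score was 0.0732, none had r above 0.8, and 5 had 0 counts in all 4 naive AP20187 libraries, which added muscle RNA cannot produce. Several of the 11 are genes of brain or spinal cord. On a further list of cerebellar genes, 13 of the 15 other libraries lay above the highest naive AP20187 library. The score differed by -0.43 between AP20187 and vehicle in DMM (exact permutation p 0.0317) and by -1.22 in naive (exact p 0.00794). That test does not decide, since the ganglia express some of its 9 tested genes, such as Zic1 and Grm4, themselves. On the list of forebrain genes, with 5 genes tested, 15 of 15 libraries lay above, at -1.18 to -0.43 against -3.23 to -1.84. The score differed by 0.19 in DMM (exact p 0.238) and by -1.53 in naive (exact p 0.00794). Pieces of forebrain taken with single ganglia in varying amounts are argued against. The summed CPM of the forebrain list differed only 1.85-fold between the highest and lowest of the 15 libraries, while that of the muscle list differed 152-fold. Whether the ganglia express these forebrain genes themselves was not tested. A forebrain list does not test pieces of cerebellum or spinal cord, so those stay open.

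Besides such pieces, a trace of RNA or reads of another tissue common to the 15 libraries stays open for these genes. So does a difference in library preparation or sequencing between the 4 libraries and the 15. A loss of these transcripts with AP20187 in naive mice only stays open as well. These explanations cannot be told apart, because all 4 libraries share a group and the labels give no batch. The same limit holds for each comparison that uses naive AP20187.

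The values of single libraries were compared with the others of their group. Of 72 groups of list scores tested, 3 held a library far from the rest, where chance gives 3.6. The interferon response score was 2.98 in DMM AP20187 62, against 3.88 to 4.08 in the others. The nerve injury score was 2.53 in naive AP20187 3, against 3.39 to 3.44, and 3.03 in naive vehicle 4, against 3.54 to 3.74. Among the named genes 12 of 134 groups held such a library, where chance gives 6.7.

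In DMM with AP20187, in log2 CPM, Slc28a3 was at 0.26 in library 61 against 1.55 to 1.75 in the others. Sftpc was at -1.65 in library 62 against 0.57 to 1.01, Igkv6-23 at -2.91 in library 62 against 0.61 to 2.05, and Ighg1 at -1.18 in library 59 against 3.94 to 4.81. Hrc was at -5.02, or 0 counts, in library 58 against -2.09 to -0.90. In library 58 Ifi202b was at -3.45, and in library 60 Klhl31 was at -3.45, while the others were at 0 counts, or -5.02. In DMM with vehicle, Nos2 was at -1.56 in library 32 with the others at -5.02, Sp6 was at -5.02 in library 64 against 0.49 to 1.00, and Zbtb16 was at 4.26 in library 33 against 2.96 to 3.08. In naive with vehicle, Nos2 was at -2.16 in library 4 and Saa3 at -3.57 in library 3, with the others at -5.02.

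Library totals do not give these gaps, since CPM is scaled to them and they differed little. They ran from 61553995 to 66561646 in DMM with AP20187. Where the others had 0 counts, the gap rests on few counts and on the prior count. The libraries named more than once were DMM AP20187 62 and 58 and naive vehicle 4. No technical or biological explanation of single libraries was tested.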

How the results depend on the processing

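The alternatives below were chosen with the main settings, except leaving out each library for the correlation of the AP20187 and surgery effects and the list scores by number series of the mice, which were chosen after seeing the data. Alternatives for lists cover those reported for AP20187, the lists that passed, and interferon response with vehicle. Leaving out libraries was run for both macrophage lists only among the lists. Where no cause is given, the cause was not tested.

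Gene counts. With DESeq2 the counts were 4356 in naive with AP20187, 1109 in DMM against naive with AP20187 and 224 in the interaction. The genes passed in the main setting were almost all among them, 2543, 159 and 26. With voom and sample weights they were 10676 in DMM with AP20187, 4542 in naive, 1 for surgery under vehicle, 2456 for DMM against naive with AP20187 and 53 for the interaction. With 1 surrogate variable they were 3452, 729, 3202 for DMM against naive with AP20187 and 123 for the interaction. That variable had r -0.864 with the neutrophil score, so it may remove part of what AP20187 changed. It also varied between vehicle libraries, from -0.257 to 0.320 in DMM and from 0.0563 to 0.302 in naive. Which of these variations it removed was not separated. Without a filter the last contrasts gave 73 and 13 genes, and with at least 10 counts in every library the interaction gave 15. On log2(FPKM + 1), naive gave 4241, of which 1578 were higher, and DMM against naive with AP20187 gave 1173, of which 1015 were higher. On log2(FPKM + 0.1) they gave 4103 (1572 higher) and 958 (818 higher), and the interaction gave 4. Without a filter on FPKM they gave 2853 (1180 higher) and 1004 (813 higher), and the interaction 43 (8 higher). The FPKM settings differ from the main one in scaling, test, filter and offset, which were not separated. The median log2 fold change of all genes in naive moved from -0.07 to -0.15 at pseudocount 1 and to -0.20 at 0.1.

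Without TMM, the counts were 5618, 2465, 0, 234 and 25. The share of higher genes fell from 77.0% to 62.9% in naive and rose from 37.5% to 59.0% in DMM against naive with AP20187. Over all genes the median in naive was -0.14 in place of -0.07. In the fits of the groups compared alone, 58.4% of 4097 genes were higher in DMM with AP20187, against 47.7% in the main setting, and 13.5% of 111 in DMM against naive with AP20187. With DESeq2, 64.3% in naive and 56.6% in DMM against naive with AP20187 were higher. At an unadjusted p under 0.05 and 2-fold, the counts were 243 for surgery under vehicle, 1507 for DMM against naive with AP20187 and 1065 for the interaction. At an adjusted p under 0.1, naive gave 4264 and DMM against naive with AP20187 gave 585.

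The vehicle mice with DMM carry numbers from separate series. With mice 63 and 64 only, DMM with AP20187 gave 1156 genes, surgery under vehicle 541 and the interaction 90. With mice 32 to 34 only, DMM with AP20187 gave 8450 and surgery under vehicle 0, with 329 at an unadjusted p under 0.05. The macrophage score in DMM with AP20187 was 0.13 with the former (exact p 0.714) and 1.79 with the latter (exact p 0.0179, range over its alternatives 0.0179 to 0.714). The alternatively activated score was 0.15 (exact p 0.810) and 1.29 (exact p 0.0357, range 0.0238 to 0.810). For surgery under vehicle they were 1.54 and 1.01 with mice 63 and 64, and reversed with mice 32 to 34, at -0.12 and -0.13. The numbers 1, 3, 4 and 5 occur in both naive groups. The residual correlations of libraries with equal numbers were 0.0235, 0.301, -0.0822 and 0.183. No such values were computed for unequal numbers, so whether the numbers pair the mice stays open. On those 8 libraries the count was 1388 without a block and 2352 with the replicate block, of which 1603 were among the genes of the main setting.

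Across fits that each left out 1 library, the counts ran from 3212 to 7677 in DMM with AP20187 (without DMM AP20187 58 and DMM vehicle 64), from 994 to 3452 in naive (without naive AP20187 3 and 5), from 0 to 0 for surgery under vehicle, with 217 to 1304 genes at an unadjusted p under 0.05, from 43 to 269 for DMM against naive with AP20187 (without DMM AP20187 59 and 61) and from 12 to 57 for the interaction (without DMM AP20187 60 and naive AP20187 5). The share of higher genes ran from 42.996% to 58.1% in DMM with AP20187 (without DMM AP20187 61 and 58) and from 21.6% to 62.5% in the interaction (without DMM vehicle 64 and naive AP20187 1).

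Macrophage lists. In DMM the macrophage list, at 1.13, passed under camera with correlation 0.01 (adjusted p 0.00129, range over its alternatives 0.00129 to 0.687). In naive it did not pass under camera with estimated correlation (1.65, adjusted p 0.459), without TMM (1.58, adjusted p 0.0603) or with the surrogate variable (0.56, adjusted p 0.191), and its range was 8.28e-07 to 0.459. Leaving out 1 library gave 0.90 to 1.49 in DMM (adjusted p 0.0184 to 0.224), passing only without DMM vehicle 64. In naive it gave 1.45 to 1.92 (adjusted p 0.0194 to 0.0764), not passing without naive AP20187 1 or 3 or naive vehicle 1, 2 or 5. The alternatively activated list gave 0.63 to 1.13 in DMM, passing without DMM AP20187 61 or DMM vehicle 64, and 1.21 to 1.66 in naive, not passing without naive AP20187 3 or naive vehicle 2 or 5. The list scores gave 0.90 to 1.49, 1.44 to 1.92, 0.19 to 0.82 for surgery under vehicle and -0.13 to 0.22 for DMM against naive with AP20187, with its sign reversed without DMM AP20187 58, 59 or 60 or naive AP20187 4 or 5. For the alternatively activated list the scores were 0.63 to 1.13, 1.22 to 1.67, 0.04 to 0.54 and -0.50 to -0.06. With the median its score in DMM had an unadjusted exact p under 0.05 (1.43, exact p 0.0238, range over its alternatives 0.0238 to 0.810). For DMM against naive with AP20187, the macrophage score was reversed with the median, at -0.12, and the alternatively activated score with FPKM, at 0.14, and with the median, at 0.19.

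Other lists. With the surrogate variable these reversed: nerve injury (0.16) and fibroblast (-0.53) in DMM, and T and NK cell (-0.83), nerve injury (0.31), nociceptor (0.11), satellite glia (0.061) and fibroblast (-0.39) in naive. None of these passed there, with adjusted p 0.102 or more. Of the 21 tests that passed, 20 did so under camera with correlation 0.01, 0 with estimated correlation, 21 without a filter, 16 without TMM and 16 with the surrogate variable. Over 41 list results and their alternatives, 158 comparisons were unchanged in direction and side of the threshold, 29 were weaker and 11 stronger.

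Genes. Csf1r in DMM was reversed with DESeq2 (0.022), the 2 groups alone (0.054), voom (0.68), each FPKM setting (0.008, 0.007 and 0.008), mice 32 to 34 only (0.84), and without DMM AP20187 61 or 62 or DMM vehicle 63 or 64, in a range over all such fits of -0.21 to 0.44. Csf1r in naive was reversed with the surrogate variable (-0.40). No Csf1r value passed. With voom Adgre1 passed in DMM (1.42, adjusted p 0.00852) and in naive (1.61, adjusted p 0.0204). Cd68 in DMM passed with voom (1.70, adjusted p 0.000294) and on log2(FPKM + 1) (1.10, adjusted p 0.0495). Cd68 in naive did not pass with the surrogate variable (0.87, adjusted p 0.0937). Of 70 gene results, 34 kept direction and side of the threshold in every alternative other than leaving out a library, and 45 did so in each fit that left out 1. In the first kind 56 comparisons were weaker and 8 stronger, and in the other 135 were weaker and 2 stronger. DESeq2 gave no adjusted p for 2672 genes in DMM with AP20187 and 468 in the interaction.

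Correlations. With genes of at least 10 CPM, r was 0.867 between the AP20187 effects and 0.573 between the AP20187 and surgery effects. Leaving out 1 library gave 0.575 to 0.663 and -0.171 to 0.202, with the negative value without DMM vehicle 64. Depth limits the genes near 3 counts per library, whose fold differences are bounds only.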

Other observations

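The tests below were chosen after the results they address had been seen, except the splits of the libraries at an adjusted p, the GC and length correction, the comparison of macrophage with leukocyte scores and the comparison of nociceptor with pan-neuronal scores. The 6 lists used only here, among them leukocyte and pan-neuronal, were written after the main results. The comparisons of scores that use them therefore rest on lists written with those results in view.

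Other splits of the libraries were counted for each contrast, 100 drawn with the real one included. In DMM with AP20187, 2 of 100 gave as many genes, and the other one, which exchanged DMM AP20187 61 with DMM vehicle 64, gave 6973. In naive with AP20187, 1 of 100 did, the real one, and the highest other gave 1839. For DMM against naive with AP20187, 3 of 100 did, the others with 1646 and 1620 genes. For surgery under vehicle this count does not decide: the real split gave 0 genes, so all 100 of 100 had to give as many. The splits were therefore also counted at an unadjusted p under 0.05. There surgery under vehicle gave 377 genes, 67 of 100 splits gave as many, and the median of the others was 587. In the same terms 2 of 100 did for AP20187 in DMM, 1 in naive and 5 for DMM against naive with AP20187. The highest adjusted count for surgery under vehicle was 2392, with DMM vehicle 32 and 33 set together with naive vehicle 1, 2 and 5.

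DMM vehicle 64 lay among the AP20187 libraries on the first principal component. A mislabelled sample is argued against by Lipg, which was at 90.6 CPM or more in all 9 AP20187 libraries and at 3.55 or less in all 10 vehicle libraries. It was at 1.00 CPM in DMM vehicle 64. Lipg was chosen for this after its values were seen.

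The neutrophil score varied between the 10 vehicle libraries, which carried no AP20187. Over them it was related to the early B lineage score (Pearson r 0.949, permutation p 0.00023, adjusted p 0.000345; Spearman rho 0.952, permutation p 0.00013, adjusted p 0.000195) and to the erythroid score (r 0.980, rho 0.976, permutation p 1e-05 for both, the smallest they can give, adjusted p 3e-05). It was inversely related to the nociceptor score (r -0.860, permutation p 0.00159, adjusted p 0.00159; rho -0.879, permutation p 0.00167, adjusted p 0.00167). These were the 3 relations computed. Without the 2 libraries farthest from the median, DMM vehicle 64 and 32, r was 0.949, 0.963 and -0.844. Within the 5 DMM and the 5 naive vehicle libraries r was 0.980 and 0.995 for early B lineage, 0.996 and 0.966 for erythroid and -0.879 and -0.727 for nociceptor. Early B lineage genes are made in bone marrow, so marrow carried over with the ganglia in varying amounts is a candidate explanation for this variation. In DMM with vehicle the early B lineage genes Ebf1, Rag1 and Vpreb3 were at 136, 6.59 and 3.11 CPM. All 6 genes of that list passed the expression filter, and Ebf1 is at 69.3 CPM or more in every group mean, so it may come from the ganglia themselves. No dissection record was used here, and another source that brings all these cells stays open.

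The neutrophil list was higher with AP20187 in DMM. Blood left in the tissue is argued against, since the erythroid score differed by -1.37 while the neutrophil score differed by 3.20 (exact permutation p of their difference 0.00794, the smallest possible). The size of the rise depended on the vehicle mice, at 1.69 against mice 63 and 64 and 4.20 against mice 32 to 34, with 5 of 5 AP20187 libraries above either part. The difference of erythroid and neutrophil scores was -4.58 and -4.56, and the early B lineage score differed by -4.03 and -2.03. Marrow of unchanged composition is argued against too, since the early B lineage score differed by -2.83 (exact p 0.00794). A bias by GC content and gene length is argued against as the whole cause. With its trend removed the median log2 fold change of the 13 genes was 2.78, against 2.95 before, and the trend explained 1.41% of the variance. Less marrow is argued against as the cause of the fall of the early B lineage list, which was -2.83 in DMM and -3.20 in naive (exact p 0.00794 each). The granulocyte precursor list rose by 4.12 and 3.32 (exact p 0.00794 each), in 9 of 9 AP20187 libraries above the vehicle libraries of their surgery group. Mpo, the most abundant gene of that list, was at 887 CPM in DMM with AP20187 and 78.6 with vehicle, and at 454 and 38.2 CPM in naive. Mpo and Elane are also on the neutrophil list. What stays open is a change in the composition of the cells carried over, or more myeloid precursors in the ganglia. A hypothesis is that AP20187 moved marrow or blood-forming cells toward granulocyte precursors and away from the B lineage, which bulk RNA cannot place in a tissue.

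The macrophage list was higher with AP20187 in naive mice, while in DMM its rise of 1.13 rested on vehicle mice 32 to 34. It was 0.13 against mice 63 and 64 (exact p 0.714, the smallest possible being 0.0476) and 1.79 against mice 32 to 34 (exact p 0.0179, the smallest possible). A difference between these series of vehicle mice stays open as the source of the rise in DMM. A lower share of neuronal RNA is argued against as the whole cause. It would raise satellite glia alike, but these differed by -0.59 (exact p of their difference from macrophages 0.0238), and by -0.67 and -0.53 against each part. Relative to macrophages they differed by -0.80 against mice 63 and 64 (exact p 0.333), so there this argument rests on the fall of satellite glia alone. The values are consistent with more leukocyte RNA of which macrophages made up less. The leukocyte score was higher by 2.02, with 1.02 and 2.68 against each part. The macrophage score relative to it differed by -0.89 (exact p 0.00794), and by -0.89 against either part (exact p 0.0952 and 0.0536). In naive mice that was not seen: the leukocyte score was higher by 1.67 (exact p 0.00794 in each surgery group), and the macrophage score relative to it differed by -0.013 (exact p 0.937), which does not decide. Lcp1 and Coro1a, the most abundant leukocyte genes, were at 1323 and 481 CPM in DMM with AP20187 and at 362 and 189 with vehicle. Macrophage genes are also expressed by monocytes, so neither result measures a number of cells. Whether the macrophage and inflammatory macrophage lists rose through macrophages or through other myeloid cells was not tested. The monocyte and neutrophil lists rose in the same comparisons, by 2.41 and 3.20 in DMM and by 2.33 and 2.94 in naive.

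The nociceptor list was lower with AP20187 in DMM, with a score difference of -0.94 against vehicle mice 63 and 64 (exact p 0.286) and -2.14 against mice 32 to 34 (exact p 0.0179). In naive mice the values argue against even dilution of all ganglion RNA by RNA of other cells. The nociceptor score differed by -1.22 in naive (exact p 0.00794). Satellite glia and myelinating Schwann cell differed by -0.01 each (exact p 0.921 and 0.968). That comparison carries the difference of the naive AP20187 libraries from all others. In DMM even dilution stays open. There the nociceptor score relative to satellite glia differed by -1.07 (exact p 0.0952). It was -0.27 against mice 63 and 64 (exact p 0.810) and -1.61 against mice 32 to 34 (exact p 0.0357). The parts of vehicle differ, so this test does not decide. A loss of nociceptor transcripts beyond that of neurons in general also stays open. The pan-neuronal score differed by -1.40 in DMM (exact p 0.0238) and -0.94 in naive (exact p 0.0635). In DMM the nociceptor score relative to it differed by -0.26 (exact p 0.190). Against mice 63 and 64 the pan-neuronal score differed by -0.89 (exact p 0.333), and against mice 32 to 34 by -1.74 (exact p 0.0357). The nociceptor score relative to it differed by -0.05 (exact p 0.952) and -0.41 (exact p 0.107) against the same parts. Fewer neuronal transcripts with AP20187 and a different amount of tissue around the ganglia cannot be told apart by these tests.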
